# Effects of Low-Level Er:YAG Laser Irradiation on Proliferation and Calcification of Primary Osteoblast-Like Cells Isolated From Rat Calvaria

**DOI:** 10.3389/fcell.2020.00459

**Published:** 2020-06-23

**Authors:** Hiromi Niimi, Yujin Ohsugi, Sayaka Katagiri, Kazuki Watanabe, Masahiro Hatasa, Tsuyoshi Shimohira, Yosuke Tsuchiya, Shogo Maekawa, Tomomitsu Hirota, Hiroshi Kadokura, Satoshi Yokose, Takanori Iwata, Akira Aoki

**Keywords:** Er:YAG laser, osteoblast-like cell, microarray, proliferation, calcification, gene expression

## Abstract

Several reports have shown that the photo-bio-modulation of cells by various lasers has favorable biological effects. However, the effects of low-level Er:YAG laser irradiation on osteoblasts remain unclear. The purpose of this study was to evaluate the effects of low-level Er:YAG laser irradiation on proliferation and osteogenic differentiation of primary osteoblast-like cells isolated from the calvariae of 3–5-day-old Wistar rats. Cells were irradiated by Er:YAG laser at energy fluences of 2.2, 3.3, and 4.3 J/cm^2^, respectively. After irradiation, cell surface temperatures were measured and cell proliferation was evaluated by flow cytometry and CCK-8. Calcification was evaluated by measuring areas of Alizarin red S staining after 7, 14, and 21 days culture in osteoinductive medium. Gene expression in non-irradiated and laser-irradiated cells was evaluated by qPCR at 3, 6, and 12 h, as well as 1, 3, 7, and 14 days after irradiation. Microarray analysis was performed to comprehensively evaluate the gene expression of non-irradiated and irradiated cells at 3.3 J/cm^2^ at 6 h after irradiation. No pronounced increase of cell surface temperature was induced by irradiation. Irradiation did not affect osteoblast-like cell proliferation. Osteoblast-like cell calcification was significantly increased 7 days after Er:YAG laser irradiation at 3.3 J/cm^2^. *Bglap* expression was significantly increased in cells irradiated at 3.3 J/cm^2^ 6 h post-irradiation. Microarray analysis showed that irradiation at 3.3 J/cm^2^ caused an upregulation of inflammation-related genes and downregulation of *Wisp2*. Gene set enrichment analysis also clarified enrichment of inflammation-related and Notch signaling gene sets. In conclusion, low-level Er:YAG laser irradiation at 3.3 J/cm^2^ enhanced calcification of primary osteoblast-like cells via enhanced *Bglap* expression and enriched Notch signaling.

## Introduction

Photo-bio-modulation of low-level laser therapy (LLLT) has beneficial effects on multiple cell types (Huang et al., 2009; AlGhamdi et al., 2012); consequently, it has been used in medical and dental clinical practice to enhance tissue healing (Stein et al., 2008). Several previous reports have shown that LLLT promotes anti-inflammation (Avci et al., 2013), pain relief (Jang and Lee, 2012; Carroll et al., 2014), wound healing (Woodruff et al., 2004; Noda et al., 2016), and tissue regeneration (Pourzarandian et al., 2004; Rizzi et al., 2006; Avci et al., 2013). In particular, because enhanced bone regeneration is required in some fields of medicine and dentistry including periodontal therapy (Aoki et al., 2015), the number of reports on the application of LLLT to regenerate bone tissue has been increasing (Pourzarandian et al., 2004; Noda et al., 2016). It is known that osteoblasts play essential roles in bone formation and remodeling (Hadjidakis and Androulakis, 2006); therefore, biostimulation by LLLT on osteoblasts needs to be investigated.

Some types of lasers have been reported to have biostimulation effects on osteoblasts; for example, we previously observed enhanced differentiation and calcification of MC3T3-E1 by blue laser irradiation (Mikami et al., 2018) and others have reported that human osteoblast proliferation and differentiation were promoted *in vitro* following irradiation by He-Ne (Stein et al., 2005) or Nd:YAG lasers (Arisu et al., 2006). Irradiation by Ga-Al-As diode laser was also reported to promote proliferation, differentiation, and bone-nodule formation of primary osteoblast-like cells isolated from rat calvariae (Ozawa et al., 1998; Ueda and Shimizu, 2003; Shimizu et al., 2007). In addition, Grassi et al. (2011) showed that low-level laser treatment enhanced cell calcification, but not proliferation in osteoblast-like cells.

Regarding Er:YAG laser, which is most effectively used in periodontal regenerative therapy (Aoki et al., 2015), we previously reported that low-level irradiation increased proliferation of MC3T3-E1 (Aleksic et al., 2010). However, compared to other types of lasers, there are still relatively few reports on the effects of low-level Er:YAG laser irradiation on the proliferation of osteoblasts. Furthermore, calcification of osteoblasts irradiated by Er:YAG laser has never been evaluated, and there are no reports offering a comprehensive analysis of gene expression in irradiated osteoblasts. Available evidence on the biostimulatory effects of low-level Er:YAG laser irradiation on osteoblasts remains limited. Therefore, the purpose of this study was to evaluate the effects of low-level Er:YAG laser irradiation on proliferation and osteogenic differentiation of primary osteoblast-like cells. In addition, comprehensive gene expression analysis was conducted to clarify the influence of laser irradiation on osteoblast-like cells.

## Materials and Methods

### Cell Isolation and Culture

Osteoblast-like cells were isolated from the calvariae of 3–5-day-old Wistar rats (Sankyo Labo Service Corporation, Tokyo, Japan) as described previously (Yokose et al., 1996; Gu et al., 2006). Calvariae without periosteums were aseptically dissected and processed by serial enzymatic digestion. Briefly, the calvariae were cut into pieces using scissors, which were suspended in 3 mL enzyme mixture and incubated in a water bath shaker at 37°C for 20 min. After the incubation, the supernatant containing released cells were collected in a new tube and mixed with an equal volume of growth medium. The growth medium was alpha minimal essential medium (α-MEM; Wako, Osaka, Japan), supplemented with 10% fetal bovine serum (FBS; Gibco, Carlsbad, CA, United States) and 1% antibiotic-antimycotic mixture (Invitrogen, Carlsbad, CA, United States). This enzymatic digestion was repeated four times; the cells isolated from the last three fractions, which are abundant in osteoblast-like cells (Gu et al., 2006), were used in all experiments. All protocols for animal use and euthanasia were approved by the Animal Care Committee of the Experimental Animal Center at Tokyo Medical and Dental University (A2019-098C3).

Cells were precultured in 10-cm culture dishes in growth medium. When the cells reached 80% confluency, they were seeded in 35-mm dishes for cell proliferation assay, calcification assay, and evaluation of gene expression. All cultures were maintained in a humidified atmosphere of 95% air and 5% CO_2_ at 37°C. The medium was changed every 3 days.

### Laser Irradiation

An Er:YAG laser apparatus (DELight; HOYA ConBio, Fremont, CA, United States) emitting at a wavelength of 2.94 μm was employed in this study. Laser irradiation was performed perpendicularly to the bottom of the culture dish at a distance of 25 cm, with the handpiece fixed using a stand as described previously (Aleksic et al., 2010). To completely irradiate the 35-mm dish, neither cover sleeve nor contact tip was mounted with the handpiece. The medium was removed immediately before irradiation and all irradiations were performed in the absence of culture medium. The output energy settings were 35, 55, 70 mJ/pulse and 20 Hz on the panel, with an irradiation time of 60 s. The actual energy levels at the dish surface were 17.6, 26.4, 34.5 mJ/pulse, and the actual energy densities were 1.8, 2.7, 3.6 mJ/pulse/cm^2^, resulting in total energy densities of 2.2, 3.3, 4.3 J/cm^2^, respectively. Immediately after irradiation, the appropriate medium was added to the dish, according to the subsequent experiments.

### Surface Temperature Measurement

Cell surface temperatures were measured before, during, and after laser treatment using a non-contact infrared laser thermometer (wavelength 630–670 nm, output <1 mW; MiniTemp, RayTek Corporation, Santa Cruz, CA, United States) on monolayer MC3T3-E1 cells at room temperature (22–23°C).

### Evaluation of Cell Proliferation

Osteoblast-like cells seeded at 1 × 10^3^ per dish were cultured for 48 h with growth medium, then serum-starved by replacing with starvation medium (α-MEM containing 0.5% FBS and 1% antibiotic-antimycotic mixture) for an additional 24 h to induce cell-cycle synchronization. Prior to laser irradiation, the cells were labeled with 0.5 μL of 5 μM CellTrace Violet (Thermo Fisher Scientific, Waltham, MA, United States) according to the manufacturer’s protocol. At 24 h following irradiation, the cells were analyzed using an Attune NxT flow cytometer (Thermo Fisher Scientific). As an initial generation control, cells were labeled with CellTrace Violet immediately before cytometry. Non-labeled cells were used as a negative control.

We also evaluated cell proliferation using the Cell Counting Kit-8 (CCK-8, Dojindo, Kumamoto, Japan) at 1, 2, and 3 days after laser irradiation as described previously (Aleksic et al., 2010; Kong et al., 2018). Laser irradiation was performed in the absence of medium after a 24 h-starvation. Immediately after irradiation, dishes were refilled with growth medium. CCK-8 was applied to non-irradiated control and irradiated cells at 1, 2, and 3 days after laser irradiation. A 1:10 mixture of kit solution and α-MEM (750 μL) was added to the cultured osteoblast-like cells and the dishes were incubated at 37°C for 30 min. The optical absorbance of samples was measured using a fluorescence microplate reader at a wavelength of 450 nm (FMAX, Molecular Devices, Sunnyvale, CA, United States). Relative cell proliferation was expressed as a ratio of proliferation activity of irradiated cells to that of non-irradiated cells.

### Calcification Assay

Osteoblast-like cells were seeded at 5 × 10^4^ cells per dish. When cells reached confluency, laser irradiations were performed in the absence of the medium. Immediately after irradiation, the dishes were re-filled with osteoinduction medium [growth medium containing 50 μg/mL ascorbic acid (Wako, Osaka, Japan), 10 mM β-glycerophosphate (Sigma-Aldrich), and 10 nM dexamethasone (Sigma-Aldrich)] for osteoinduction (Ozawa et al., 1998). At 7, 14, and 21 days following irradiation, dishes were stained with 1% Alizarin red S to assess calcified matrix production. Relative areas of staining of irradiated and non-irradiated cells were measured using Photoshop CC software (Adobe Systems Inc., San Jose, CA, United States).

Quantitative evaluation of Alizarin red S staining by solubilization was performed and absorbance measured as described previously (Gregory et al., 2004). Briefly, dye from stained monolayers was extracted by 10% acetic acid and neutralized with 10% ammonium hydroxide, and absorbance of the supernatants was detected at 405 nm. Relative cell calcification is expressed as absorbance relative to that of non-irradiated cells.

### Quantitative Polymerase Chain Reaction

Osteoblast-like cells were seeded at 5 × 10^4^ per dish. When cells reached confluency, laser irradiations were performed in the absence of medium. Immediately after irradiation, the dishes were re-filled with osteoinduction medium as described above. Cells were collected for RNA extraction at 3, 6, and 12 h, as well as 1, 3, 7, and 14 days, after irradiation.

Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, United States) with NucleoSpin RNA (TaKaRa Bio, Shiga, Japan). Complementary DNA was synthesized using a PrimeScript RT Master Mix (TaKaRa Bio) according to the manufacturer’s instructions. Quantitative polymerase chain reaction (qPCR) was performed using SYBR Premix Ex Taq II (TaKaRa Bio) and Thermal Cycler Dice Real Time System II (TaKaRa Bio). The *18s* rRNA expression level was used as an internal control. The results are shown as a ratio of the gene expression level relative to the non-irradiated control samples from the same time point. PCR primers are listed in Supplementary Table S1.

### Microarray Analysis and Validation

The Agilent Low Input Quick Amp Labeling kit (Agilent Technologies, Santa Clara, CA, United States) was used to generate cRNA from an input of 200 ng total RNA for single-color (Cy3) microarray analysis. Then, cRNAs were analyzed by hybridization onto an Agilent SurePrint G3 Unrestricted Gene Expression 8 × 60 K Microarray (Agilent Technologies). Fluorescence signals were detected using the Agilent Microarray Scanner System (Agilent Technologies). Raw microarray data were extracted using Feature Extraction Software (ver. 11.0.1.1; Agilent Technologies).

### Statistical Analysis

Data are presented as means ± standard error (SE). Experiments were repeated six times unless stated otherwise. Data distributions were assessed with the Shapiro–Wilk test. Paired *t*-tests with Bonferroni corrections were performed for multiple-group comparisons in parametric data. For non-parametric data, the Steel method was applied for comparisons with control samples. Data were analyzed using JMP v.9 software (SAS Institute Inc., Cary, NC, United States). *P* < 0.05 was considered statistically significant.

Microarray data were quantile normalized and log_2_-transformed (Shippy et al., 2006) using R (ver. 3.6.0). The Limma Bioconductor package (ver. 3.40.6) (Ritchie et al., 2015) was used to identify differentially expressed genes. Gene set enrichment analysis (GSEA^1^; Subramanian et al., 2005) was carried out with hallmark gene sets (Liberzon et al., 2015).

## Results

### Surface Temperatures

Irradiation at 2.2, 3.3, and 4.3 J/cm^2^ increased the surface temperatures of cell monolayers from 22.8 ± 0.1°C before irradiation to 25.2 ± 0.1, 26.2 ± 0.1, and 27.4 ± 0.2°C, respectively, with an average increase of 2.4, 3.4, and 4.6°C, respectively (Figure 1A). The area under the curve clearly showed a significant difference in thermogenesis between groups (Figure 1B).

**FIGURE 1:**
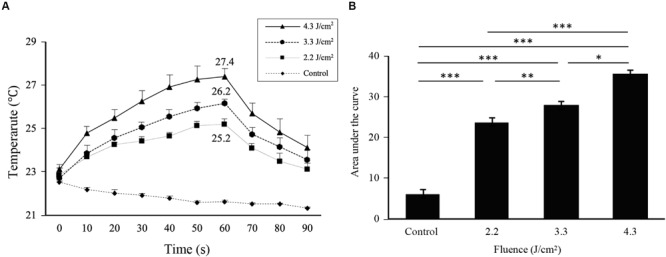
Cell surface temperatures change during and after Er:YAG laser irradiation. **(A)** Time course of changes in the cell surface temperature of MC3T3-E1 cells depending on the irradiation levels. **(B)** The area under the curve calculated from each curve in **(A)** relative to a baseline of 21°C (means ± SE, *n* = 6). *P < 0.05, **P < 0.01, and ***P < 0.001 (paired *t*-test with Bonferroni correction).

### Cell Proliferation Following Irradiation

The fluorescence intensity distributions of cells labeled by CellTrace Violet at 24 h following irradiation are shown in Figure 2A. Because CellTrace Violet dye molecules are sequentially halved by cell division, cell proliferation measurements can be derived from the sequential reduction of its fluorescence (Kumar et al., 2013). Cells irradiated at 2.2, 3.3, and 4.3 J/cm^2^ and non-irradiated control cells showed a shift of the histogram peak toward the left relative to initial-generation control cells, indicating proliferation during the 24-h period following irradiation. However, there was no significant difference in average fluorescence values between non-irradiated control and irradiated cells (Figure 2B).

**FIGURE 2:**
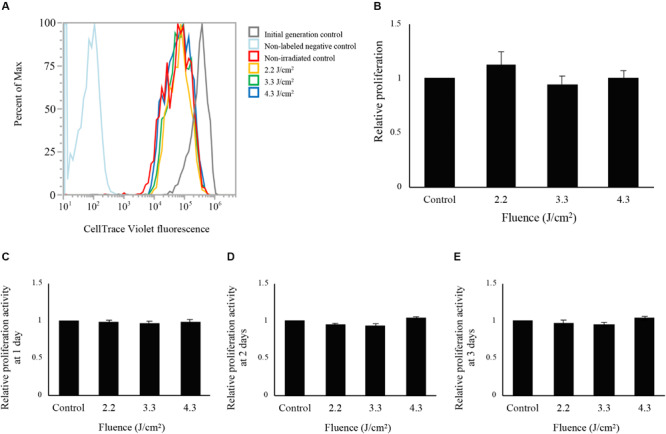
Evaluation of cell proliferation after low-level Er:YAG laser irradiation in osteoblast-like cells. **(A)** Fluorescence intensity distributions of cells labeled with CellTrace Violet at 24 h after Er:YAG laser irradiation. Gray line, initial-generation control; light blue, non-labeled negative control; red line, non-irradiated control; yellow line, cells irradiated at 2.2 J/cm^2^; green line, cells irradiated at 3.3 J/cm^2^; blue line, cells irradiated at 4.3 J/cm^2^. **(B)** Relative proliferation of cells irradiated by low-level Er:YAG laser at 1 day after irradiation compared to non-irradiated control cells by flow cytometer (means ± SE, *n* = 6) (steel method for comparison with non-irradiated cells). Relative proliferation of cells irradiated by low-level Er:YAG laser at **(C)** 1 day, **(D)** 2 days, and **(E)** 3 days after irradiation compared to non-irradiated control cells by CCK-8 (means ± SE, *n* = 6) (steel method for comparison with non-irradiated cells).

Cell proliferation evaluated by CCK-8 are shown in Figures 2C–E. Laser irradiation at any fluence showed no significant differences in proliferation between non-irradiated and irradiated cells at 1, 2, and 3 days after laser irradiation (*n* = 6).

### Calcification in Osteoblast-Like Cells

Osteoblast-like cells showed calcification after osteoinduction (Supplementary Figures S1A–C). Calcification data from 7 days after Er:YAG laser irradiation at 2.2, 3.3, and 4.3 J/cm^2^ is shown in Figure 3A. Calcification was significantly increased in cells irradiated at 3.3 J/cm^2^ compared to non-irradiated control cells. However, there was no significant difference in Alizarin red S staining area between cells irradiated at 2.2 or 4.3 J/cm^2^ and non-irradiated control cells (Figure 3B). The relative absorbances of solutions extracted from stained cells irradiated at 3.3 J/cm^2^ were significantly higher than those of non-irradiated control cells (Figure 3C).

**FIGURE 3:**
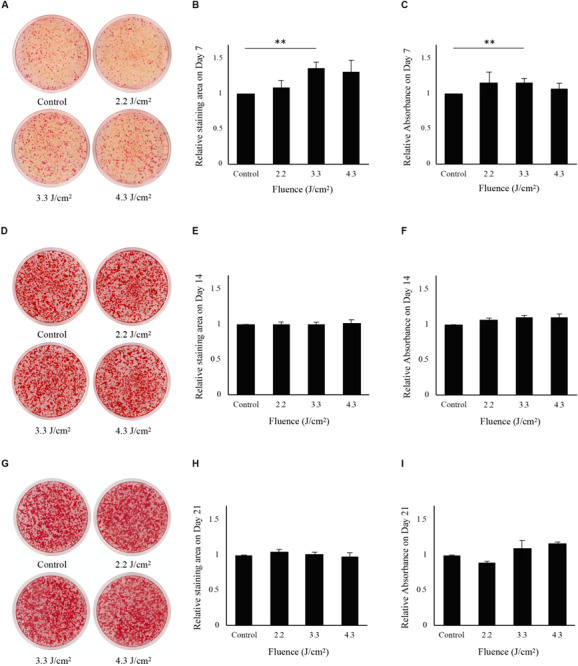
Evaluation of calcification in osteoblast-like cells after low-level Er:YAG laser irradiation. **(A)** Representative photographs of Alizarin red S staining on day 7 of non-irradiated cells and cells irradiated by Er:YAG laser at 2.2, 3.3, and 4.3 J/cm^2^. **(B)** Relative staining areas on day 7. **(C)** Relative absorbances in Alizarin red S staining after solubilization on day 7. **(D)** Representative photographs of Alizarin red S staining on day 14 of non-irradiated cells and cells irradiated by Er:YAG laser at 2.2, 3.3, and 4.3 J/cm^2^. **(E)** Relative staining areas on day 14. **(F)** Relative absorbances in Alizarin red S staining after solubilization on day 14. **(G)** Representative photographs of Alizarin red S staining on day 21 of non-irradiated cells and cells irradiated by Er:YAG laser at 2.2, 3.3, and 4.3 J/cm^2^. **(H)** Relative staining areas on day 21. **(I)** Relative absorbances in Alizarin red S staining after solubilization on day 21 (means ± SE, *n* = 6). **P < 0.01 (steel method for comparison with non-irradiated cells).

Both non-irradiated and irradiated cells showed considerable mineral deposits at 14 and 21 days after irradiation (Figures 3D,G). The relative areas stained by Alizarin red S for all fluences showed no significant differences relative to those of non-irradiated control cells on days 14 and 21 (Figures 3E,H). There were no significant differences in relative absorbances of solutions extracted from stained cells between irradiated and control cells at 14 and 21 days after irradiation (Figures 3F,I).

### mRNA Expression in Osteoblast-Like Cells During Differentiation to Osteocyte

Since calcification of osteoblast-like cells was significantly increased after 3.3 J/cm^2^ Er:YAG laser irradiation, we evaluated *Runx2*, *Sp7*, *Alpl*, *Bglap*, *Msx1*, *Msx2*, and *Dlx5* mRNA expression (Figures 4A1–G3). *Bglap* expression was dramatically increased after osteoinduction (Supplementary Figure S1D). Irradiation produced no significant changes at 3 h in *Runx2* expression (Figure 4A1). *Runx2* expression tended to increase in cells irradiated at 3.3 J/cm^2^ after 6 h, but the difference was not significant (Figure 4A2). *Runx2* expression in cells irradiated at 4.3 J/cm^2^ significantly decreased at 12 h after irradiation (Figure 4A3). Meanwhile, the relative expression of *Sp7* in cells irradiated at 2.2 and 3.3 J/cm^2^ tended to increase at 3 and 6 h, but the increase did not reach statistical significance (Figures 4B1,B2). At 6 h after laser irradiation, *Sp7* expression in cells irradiated at 4.3 J/cm^2^ was significantly increased over control levels (Figure 4B2). No significant differences in *Sp7* expression were observed at 12 h (Figure 4B3). *Alpl* expression at 6 h after irradiation at 4.3 J/cm^2^ was significantly increased over control levels. Relative expression of *Alpl* in cells irradiated at 3.3 J/cm^2^ tended to increase at 3 and 6 h after laser irradiation, but differences were not significant (Figures 4C1,C2). Also, no significant difference was observed in *Alpl* expression between cells irradiated at 2.2 J/cm^2^ and control cells (Figures 4C1–C3). *Bglap* expression was significantly increased in cells irradiated at 3.3 J/cm^2^ after 6 h (Figure 4D2). When cells were irradiated at 4.3 J/cm^2^, the expression of *Bglap* at 3 and 12 h tended to increase, although the increase was not statistically significant. There was no significant difference in *Bglap* expression between cells irradiated at 2.2 J/cm^2^ and control cells (Figures 4D1–D3). No significant changes were observed in *Msx1* expression at 3, 6, and 12 h after laser irradiation at any fluences (Figures 4E1–E3). However, Er:YAG laser-irradiated cells tended to be increased *Msx1* expression at 3 and 6 h (Figures 4E1,E2). Cells irradiated at 2.2 J/cm^2^ had significantly decreased *Msx2* expression at 6 h, although no significant differences were observed at 3 and 12 h (Figures 4F1–F3). *Dlx5* expression in laser-irradiated cells at 3.3 and 4.3 J/cm^2^ tended to increase at 3 and 6 h, but there was no significant difference (Figures 4G1,G2). In particular, cells irradiated at 3.3 J/cm^2^ showed a strong increase at 6 h (Figure 4G2). Relative expression of *Dlx5* in cells irradiated at 2.2 J/cm^2^ was significantly decreased at 12 h after irradiation (Figure 4G3).

**FIGURE 4:**
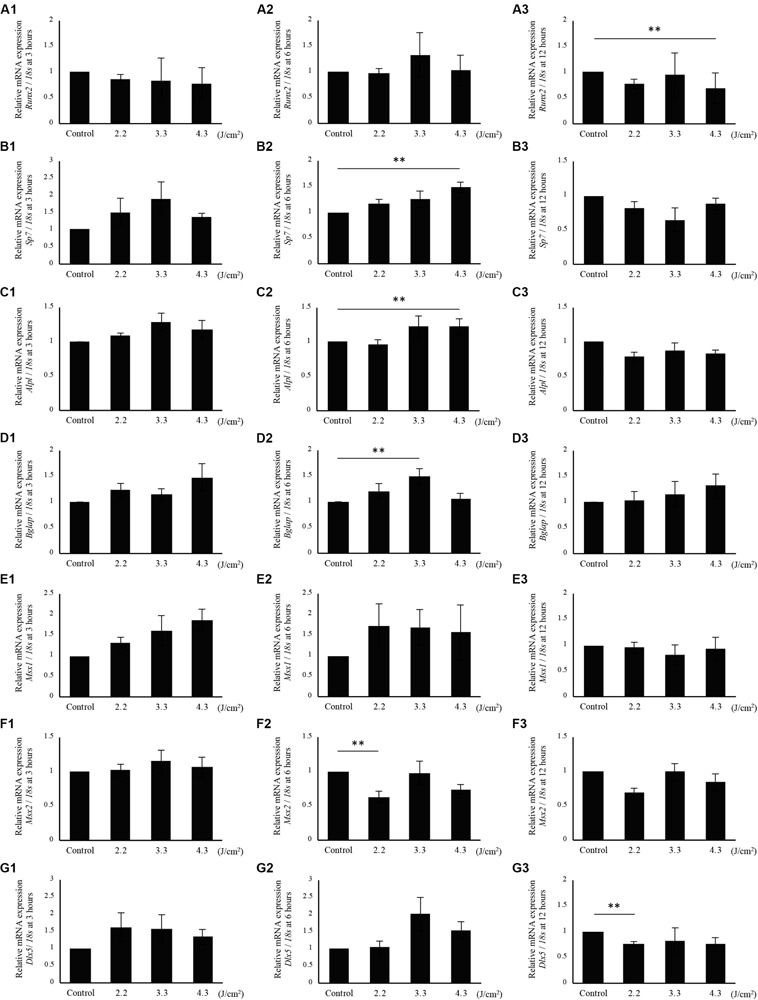
qPCR analysis of mRNA expression in osteoblast-like cells irradiated by low-level Er:YAG laser. *Runx2* expression at **(A1)** 3 h, **(A2)** 6 h, and **(A3)** 12 h after irradiation. *Sp7* expression at **(B1)** 3 h, **(B2)** 6 h, and **(B3)** 12 h after irradiation. *Alpl* expression at **(C1)** 3 h, **(C2)** 6 h, and **(C3)** 12 h after irradiation. *Bglap* expression at **(D1)** 3 h, **(D2)** 6 h, and **(D3)** 12 h after irradiation. *Msx1* expression at **(E1)** 3 h, **(E2)** 6 h, and **(E3)** 12 h after irradiation. *Msx2* expression at **(F1)** 3 h, **(F2)** 6 h, and **(F3)** 12 h after irradiation. *Dlx5* expression at **(G1)** 3 h, **(G2)** 6 h, and **(G3)** 12 h after irradiation (means ± SE, *n* = 5–6). **P < 0.01 (steel method for comparison with non-irradiated cells).

Interestingly, cells irradiated at 4.3 J/cm^2^ showed significantly higher *Hspa1a* expression compared to control cells at 6 h after irradiation. There was no significant increase in *Hspa1a* expression after irradiation at 2.2 and 3.3 J/cm^2^ (Figures 5A–C).

**FIGURE 5:**
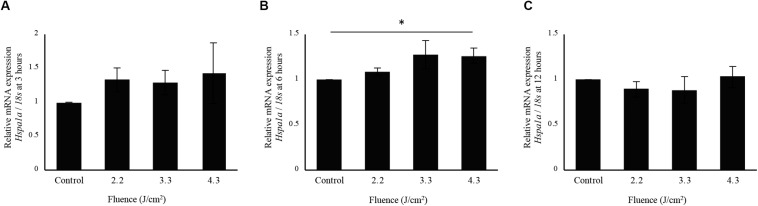
qPCR analysis of *Hspa1a* expression in osteoblast-like cells irradiated by-low-level Er:YAG laser. *Hspa1a* expression at **(A)** 3 h, **(B)** 6 h, and **(C)** 12 h after irradiation (means ± SE, *n* = 5–6). *P < 0.05 (steel method for comparison with non-irradiated cells).

The relative expression levels of *Runx2*, *Sp7, Alpl*, *Bglap*, *Msx1*, *Msx2*, and *Dlx5* at 1, 3, 7, and 14 days after laser-irradiation are shown in Figures 6A1–G4. *Runx2* expression in cells irradiated at 3.3 J/cm^2^ was significantly increased at 3 days after irradiation, although there were no significant differences between irradiated and non-irradiated control cells at 1, 7, and 14 days after irradiation (Figures 6A1–A4). In addition, no significant differences were observed in *Sp7*, *Alpl*, *Bglap*, *Msx1*, *Msx2*, and *Dlx5* expression between irradiated and non-irradiated control cells after 1, 3, 7, and 14 days (Figures 6B1–G4). However, *Sp7* expression at 3 days (Figure 6B2) and *Msx1* expression at 7 and 14 days (Figures 6E3,E4) tended to be increased in cells irradiated at 3.3 J/cm^2^.

**FIGURE 6:**
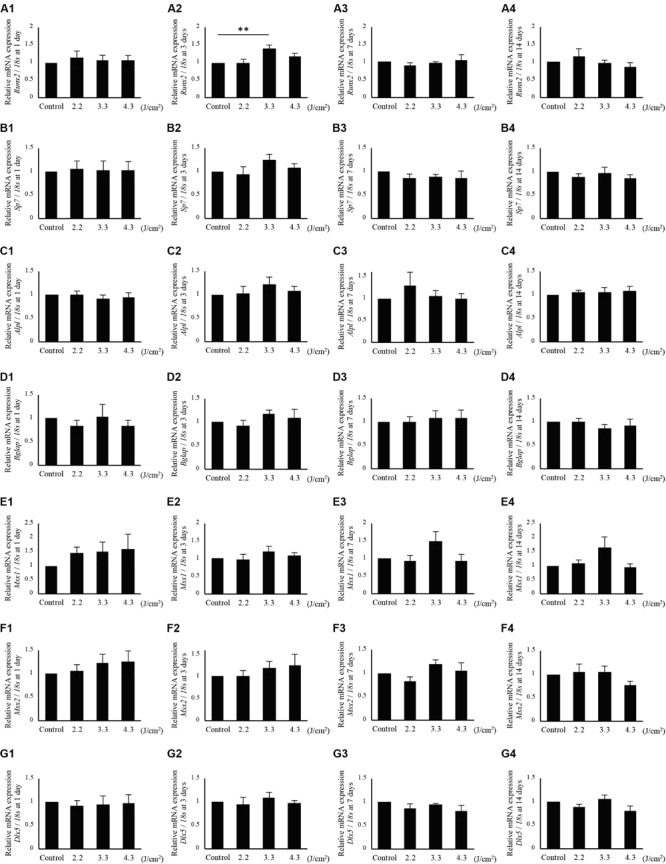
qPCR analysis of mRNA expression in osteoblast-like cells irradiated by low-level Er:YAG laser. *Runx2* expression at **(A1)** 1 day, **(A2)** 3 days, **(A3)** 7 days, and **(A4)** 14 days after irradiation. *Sp7* expression at **(B1)** 1 day, **(B2)** 3 days, **(B3)** 7 days, and **(B4)** 14 days after irradiation. *Alpl* expression at **(C1)** 1 day, **(C2)** 3 days, **(C3)** 7 days, and **(C4)** 14 days after irradiation. *Bglap* expression at **(D1)** 1 day, **(D2)** 3 days, **(D3)** 7 days, and **(D4)** 14 days after irradiation. *Msx1* expression at **(E1)** 1 day, **(E2)** 3 days, **(E3)** 7 days, and **(E4)** 14 days after irradiation. *Msx2* expression at **(F1)** 1 day, **(F2)** 3 days, **(F3)** 7 days, and **(F4)** 14 days after irradiation. *Dlx5* expression at **(G1)** 1 day, **(G2)** 3 days, **(G3)** 7 days, and **(G4)** 14 days after irradiation (means ± SE, *n* = 6). **P < 0.01 (steel method for comparison with non-irradiated cells).

### Microarray Analysis

Since calcification and *Bglap* expression at 6 h following irradiation were significantly increased in cells irradiated at 3.3 J/cm^2^, microarray analysis was performed to obtain a comprehensive overview of the gene expression profile (control, *n* = 4; cells at 6 h after 3.3 J/cm^2^ irradiation, *n* = 4). 

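Total RNA (200 ng) from 4 cultures of non-irradiated osteoblast-like cells and from 4 cultures collected 6 h after irradiation at 3.3 J/cm2 was labeled with Cy3 and hybridized to 1 array per culture. The Er:YAG laser emits at 2.94 μm, and cells were irradiated for 60 s at 20 Hz. The cultures were numbered 1 to 4 in both groups, and all 8 arrays lay on 1 slide, with the non-irradiated and the irradiated array of each number side by side. Each array held 62976 spots, of which 58717 carried 45598 different rat probes and the others were controls. The authors deposited the brightness of each spot as extracted by the scanner software, which subtracts the background and corrects trends within an array but does not normalize between arrays. The median processed signal was between 56.2 and 72.6 on the non-irradiated arrays and between 56.8 and 84.8 on the irradiated arrays. Between 26543 and 29946 probes were well above background on the non-irradiated arrays and between 28173 and 30490 on the irradiated arrays, and 0 spots were saturated. Signals were transformed to log2 and quantile normalized over the rat probes, and the spots of a probe were averaged. Between 446 and 690 spots per array that the software marked as non-uniform or outlying were left out. Probes well above background on all 4 arrays of at least 1 group were tested with limma, with the replicate number as a block, since the moderated t of Supplementary Table S2 follows from the paired differences. The background correction, the filter on dim probes and the block could each change the counts of probes, and the number of arrays limits the precision.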

All microarray data are shown in Supplementary Table S2. 

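Supplementary Table S2 is sorted by its P-value, and the copy used here holds its first 795 rows, which include all 33 rows with P below 0.01. The authors also deposited log2 values for 24029 rows, each named by a probe. These values were rebuilt from the scanner signals to within 5.00e-09 for all 24029 rows. The rebuilding used the median spot and background signals, normexp background correction with an offset of 16 and quantile normalization. Spots were kept when their log2 signal was above 1.1 times the 95th percentile of the negative controls' log2 signals on at least 4 arrays. This left 39587 spots. The kept spots were then averaged by transcript name, so that 2806 rows average 2 or more probes, with up to 9 in a row. These steps were found by matching the deposited values, and the paper's text names the quantile normalization and the log2 transformation. When limma was run on the deposited values with the replicate number as a block, the log2 fold changes of the 33 rows differed from those of Supplementary Table S2 by at most 4.29e-06.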

No genes showed |fold change| >2 and *q* < 0.1. However, 33 genes showed changes for which *P* < 0.01 (Figure 7A). 

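In the scanner signals, 26400 probes were tested, and 0 had both a fold change above 2 in either direction and an adjusted p below 0.1 (limma with Benjamini-Hochberg adjustment). A fold change above 2 was found for 19 probes. The smallest adjusted p was 1.00, and 676 probes had an unadjusted p below 0.05, where chance alone gives 1320. A paired t-test per probe also gave 0 probes past both limits and 731 at an unadjusted p below 0.05. The paper names limma for its arrays and paired t-tests for group comparisons of parametric data. On the authors' deposited values, 0 of 24029 rows passed both limits and 292 had an unadjusted p below 0.05. The smallest adjusted p fell furthest, to 0.202, when the replicate number was fitted as a random block, and 0 probes passed both limits there too.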

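At an unadjusted p below 0.01, limma gave 106 probes in the scanner signals, 60 higher and 46 lower in irradiated cells, where chance alone gives 264 of 26400. On the authors' deposited values it gave 33 rows, 27 higher and 6 lower, where chance alone gives 240. These are the same 33 rows that Supplementary Table S2 lists at this level. Of their 33 probes, 31 were tested in the scanner signals, and all 31 changed in the direction given in Supplementary Table S2, 16 of them with p below 0.01 and 27 with p below 0.05. Of the 31, probe A_44_P1369787 had a value on both arrays of only 1 pair, because the other spots were marked as outlying. Of the choices planned for the processing, normexp background correction lowered the count most, to 23 probes, and leaving out the filter on dim probes raised it most, to 305.
The smallest p among the probes that were higher belonged to *Casz1* (probe A_44_P977216, chromosome 5 of rn4 from 166031518 to 166031577), whose log2 signal was 5.73 ± 0.67 (SD, n = 4) in non-irradiated and 6.88 ± 0.41 (SD, n = 4) in irradiated cells. Its log2 fold change was 1.15 (standard error 0.14, limma adjusted p = 1.00), and it was higher in 4 of 4 pairs. With the tested probes of *Casz1* averaged, the log2 fold change was smaller, at 0.59. *Sbk3* had a log2 fold change of 1.08 (standard error 0.15) but was well above background on only 1 of the 4 non-irradiated arrays, and its log2 signal in irradiated replicate 3 was 4.31, against 4.98 to 4.99 on the other irradiated arrays. *Gem* was lower in 4 of 4 pairs and not well above background on any irradiated array, so its fold is uncertain. Its measured log2 fold change was -0.84 (standard error 0.13). Taking, on each irradiated array, the higher of its own signal and the lowest signal well above background gave a 1.78-fold lower mean. That lowest signal is the extreme of all probes on an array, so 1.78-fold is not a firm bound. *Amot* had a log2 fold change of -0.81 (standard error 0.13) and *Sardh* of -0.71 (standard error 0.13), each lower in 4 of 4 pairs.
The same test was run with the labels of the 2 arrays exchanged within pairs, in the 8 ways that differ. Exchanging the labels of pair 1 gave 310 probes with p below 0.01 and exchanging those of pair 2 gave 298. With both exchanged, 62 probes were below that level, and with pair 3 alone exchanged 59 did. The lowest count of the 8 was 58, with pairs 1, 2 and 3 exchanged. With no gene past its limits on fold change and *q*, the paper lists the genes with P below 0.01 as those that changed (Figure 7A).

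**Figure D1:**
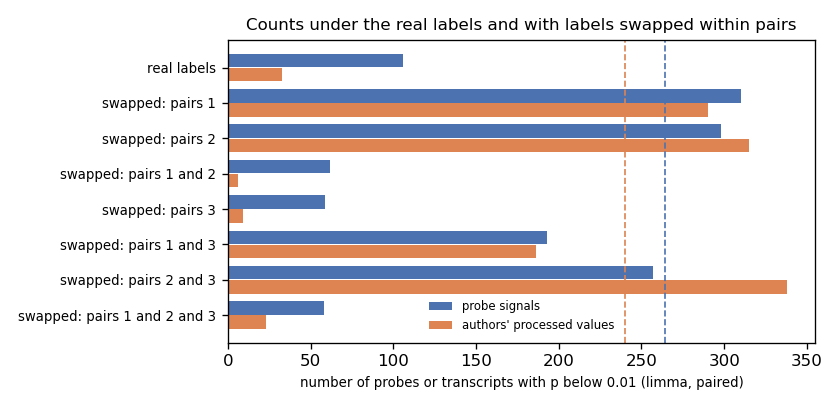
Number of probes (scanner signals) or of deposited rows (authors' processed values) with limma p below 0.01 on the horizontal axis, for the real labels and for the 7 ways of exchanging labels within pairs. Dashed lines mark the number that chance alone gives, 264 and 240. The real labels gave 106 and 33, below both lines.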

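*Cxcl3*, *Cxcl1*, *Il1rl1*, *Mmp3* and *Wisp2* were each read on the probe that Supplementary Table S2 lists. *Cxcl3*, a chemokine gene, is measured by the probe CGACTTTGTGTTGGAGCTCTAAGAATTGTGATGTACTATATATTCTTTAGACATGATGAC, which lies on chromosome 14 of rn4 from 18785776 to 18785835. Its log2 signal was 4.38 ± 0.27 (SD, n = 4) in non-irradiated and 5.86 ± 0.27 (SD, n = 4) in irradiated cells. The log2 fold change was 1.48 (standard error 0.19, limma adjusted p = 1.00), with an unadjusted p below 0.01. The probe was well above background on 3 of the 4 non-irradiated arrays, and non-irradiated replicate 3 lay below the other 3. A second probe of *Cxcl3* gave a smaller log2 fold change of 0.43 (standard error 0.12), with an unadjusted p between 0.01 and 0.05. *Cxcl1*, on the same chromosome from 18690468 to 18690527, had a log2 signal of 8.09 ± 0.36 (SD, n = 4) in non-irradiated and 8.86 ± 0.36 (SD, n = 4) in irradiated cells. Its log2 fold change was 0.77 (standard error 0.12, limma adjusted p = 1.00), again with an unadjusted p below 0.01.
*Il1rl1*, which encodes a receptor of the interleukin-1 family, lies on chromosome 9 (probe from 39617225 to 39617284) and had a log2 fold change of 0.54 (standard error 0.12, limma adjusted p = 1.00), with an unadjusted p below 0.01. Non-irradiated cultures varied more than this between replicates, with a log2 signal of 13.40 ± 0.81 (SD, n = 4) against 13.93 ± 0.92 (SD, n = 4) in irradiated cells, and without the block the unadjusted p was above 0.05. A second probe of *Il1rl1* gave 0.26 (standard error 0.26). *Mmp3*, a matrix metalloproteinase gene on chromosome 8 (probe from 4329056 to 4329115), had a log2 fold change of 0.58 (standard error 0.18, limma adjusted p = 1.00). Its unadjusted p was between 0.01 and 0.05, and pair 1 differed most, by 1.18.
Each of the 4 genes was higher in 4 of 4 pairs, for which an exact sign-flip test gives a two-sided p of 0.13, the smallest that 4 pairs allow. Among the 19 genes that the paper names, 5 had p below 0.1 when adjusted over the list alone, and 0 when adjusted over all probes tested. These 5 are the genes that the study picked from these arrays, so that the first count is not independent evidence.

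**Figure D2:**
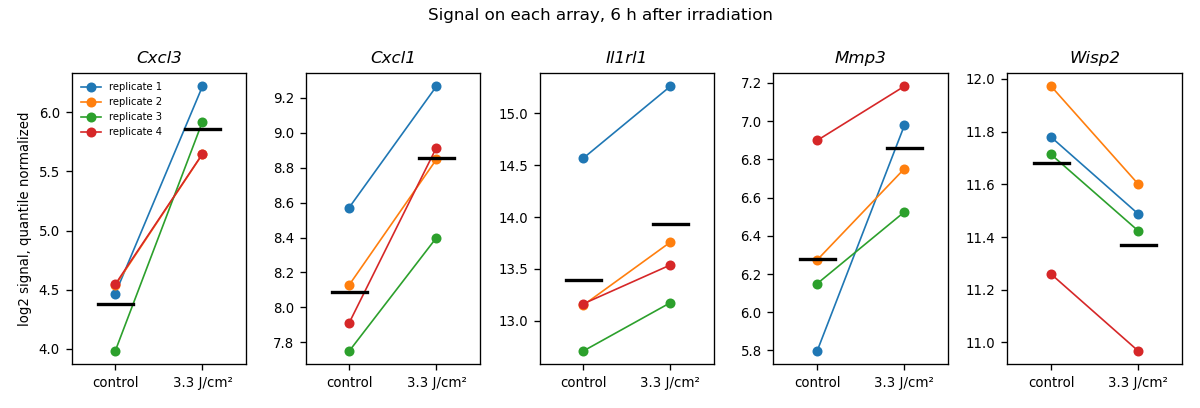
Log2 signal, quantile normalized, on each array for *Cxcl3*, *Cxcl1*, *Il1rl1*, *Mmp3* and *Wisp2*, with non-irradiated control cells on the left and cells 6 h after irradiation at 3.3 J/cm2 on the right of each panel. Points are arrays, lines join the arrays of one replicate number, black bars are group means, and the vertical axis differs between panels. *Wisp2* is lower in irradiated cells in all 4 pairs and the other genes are higher in all 4.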

We subsequently focused on genes related to inflammation and *Wisp2*, validating the microarray data by qPCR. *Wisp2* expression showed no significant difference, however, it tended to decrease in irradiated cells at 6 h after irradiation at 3.3 J/cm^2^ (Figure 7B). The expression of *Il1rl1* and *Cxcl1* on cells irradiated at 3.3 J/cm^2^ did not differ significantly at any time point after irradiation (Figures 7C,D). There were significant increases in *Cxcl3* and *Mmp3* expression at 6 h after irradiation (Figures 7E,F). Microarray data from this study are available in the Gene Expression Omnibus database^2^ as GSE146098.

**FIGURE 7:**
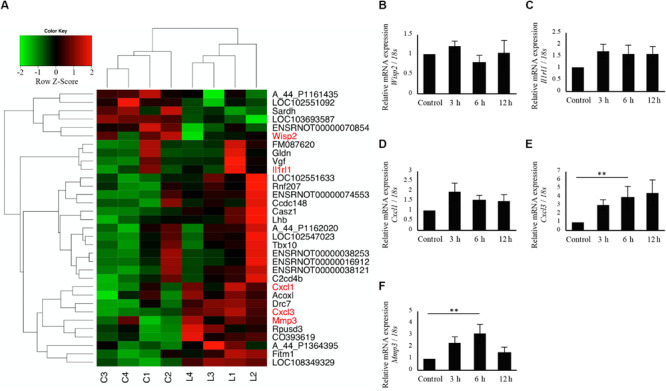
Comprehensive evaluation of gene expression between non-irradiated cells and irradiated cells 6 h after Er:YAG laser irradiation at 3.3 J/cm^2^ using microarray expression profiling. **(A)** Heatmaps of genes showing *P* < 0.01 (*n* = 4) (green, low; red, high) (C, non-irradiated control cells, L, laser irradiated cells). qPCR analysis of mRNA expressions in cells 3, 6, and 12 h after Er:YAG laser irradiation at 3.3 J/cm^2^; **(B)** *Wisp2*, **(C)** *Il1rl1*, **(D)** *Cxcl1*, **(E)** *Cxcl3*, and **(F)** *Mmp3* (means ± SE, *n* = 5–6). **P < 0.01 (steel method for comparison with non-irradiated cells).

### Gene Set Enrichment Analysis

GSEA was performed using hallmark gene sets to evaluate the gene expression changes caused by 3.3 J/cm^2^ laser irradiation at 6 h. The gene sets enriched in irradiated cells were identified with FDR-q < 0.25 (Table 1). 

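The Notch signaling set was tested here on a list of 32 genes written after the hallmark set, since the set's own file was not used here. Genes were ranked by signal-to-noise with the SD floored at 0.2 of the mean. For most named genes the floor exceeded the SD, so their rank follows the difference relative to the mean signal. Of the 32 listed genes, 29 were among the 18935 ranked, with 1 probe per gene. Their normalized enrichment score was 0.98, toward higher expression in irradiated cells (permutation p = 0.486 from 10000 random gene sets of the same size). Adjusted over the 9 gene lists tested, p was 0.963, and it lay between 0.445 and 0.981 under the alternatives. The median log2 fold change of the 29 genes was 0.03, and 18 of them were higher in irradiated cells. By pair, the median difference was -0.12 in pair 1, 0.26 in pair 2, -0.0015 in pair 3 and 0.04 in pair 4. Among the alternatives, the normalized enrichment score was highest, at 1.22, with the authors' deposited values. There the permutation p from random gene sets was 0.189 (adjusted p = 0.566). Without replicate 2, the enrichment score fell to 0.55. With all probes kept, 32 genes entered and the score changed sign, to -1.03.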

The details for the Notch Signaling gene set [normalized enrichment score (NES) = 1.43, *q* = 0.138] are shown in Figure 8.

**TABLE 1:** Gene set enrichment analysis at 6 h after Er:YAG irradiation.

**Gene Set**	**Size**	**NES**	**Normal *P*-value**	**FDR-q value**
IL2 STAT5 signaling	125	1.66	< 0.001	0.056
IL6 JAK STAT3 signaling	49	1.60	0.007	0.046
Notch signaling	18	1.43	0.083	0.138

**FIGURE 8:**
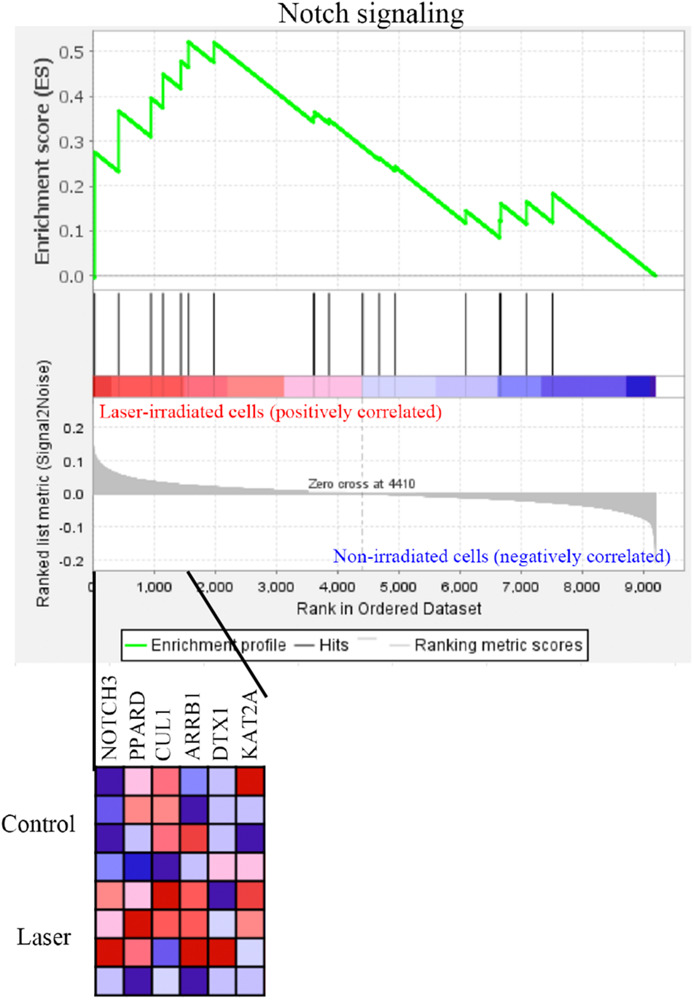
GSEA with hallmark gene sets enriched in Er:YAG laser-irradiated cells at 3.3 J/cm^2^ after 6 h (*n* = 4). Gene set related to Notch signaling. A heatmap is provided to illustrate the gene expression levels for each gene in the core enrichment subset (blue, low; red, high).

## Discussion

To evaluate the effect of low-level Er:YAG laser irradiation itself on cells, fluences from 2.2 to 4.3 J/cm^2^ were used in this study. These low fluences limited temperature increases to a maximum of 4.6°C at the highest fluence, and 3.4°C at 3.3 J/cm^2^. In addition, mRNA expression of the heat shock protein-related gene *Hspa1a* showed no statistically significant increase at 6 h after laser irradiation at 3.3 J/cm^2^. It was considered that there was little thermal effect by irradiation at 3.3 J/cm^2^ of Er:YAG laser in this study.

Based on a previous report that the doubling time of rat calvarial osteoblasts was approximately 2–3 days at passage 2–5 (Liu et al., 2019), we evaluated the proliferation of rat calvarial osteoblast-like cells on 1, 2, and 3 days after irradiation. None of the fluences significantly increased proliferation. We also evaluated proliferation on 1 day after irradiation by flow cytometry of cells labeled with CellTrace Violet. This novel technique directly measures cell division, and showed that Er:YAG laser irradiation itself neither induced cell toxicity nor enhanced cell proliferation. However, the cell density and the culturing period were limited to prevent cells from becoming confluent, and thus flow cytometry was performed only on day 1 after irradiation. Further optimizations are needed to apply this innovative method in longer-term culture conditions. A previous study reported that Er:YAG laser irradiation significantly increased proliferation of the osteoblastic cell line MC3T3-E1 on days 1 and 3 after irradiation at fluences similar to those used in our study (2.1, 3.6, 4.3 J/cm^2^) (Aleksic et al., 2010). It is conceivable that the disparities in results are caused by differences in irradiation conditions (pulse energy and time) and/or cells used. In addition, although we previously reported that Er:YAG irradiation at 6.3 J/cm^2^ promoted cell proliferation of human gingival fibroblasts, surface temperatures increased to 40.9°C with upregulating genes of heat shock protein family proteins (Kong et al., 2018). The difference in temperature may also affect proliferation.

Calcification of osteoblasts was promoted by laser irradiation, in agreement with some previous studies using various types of lasers (Ozawa et al., 1998; Ueda and Shimizu, 2003; Mikami et al., 2018). Mikami et al. (2018) reported enhanced calcification of MC3T3-E1 cells (analyzed by Alizarin red S staining) via TRPV1 by 405-nm ultrahigh-frequency and ultrashort-pulse blue laser irradiation at 5.6 J/cm^2^ and 80 MHz. Regarding primary osteoblast-like cells isolated from rat calvariae, Ozawa et al. (1998) observed that Ga-Al-As diode laser irradiation at 3.82 J/cm^2^ on days 1–12, respectively, increased calcification. Ueda and Shimizu (2003) also reported enhanced bone nodule formation by primary osteoblast-like cells at day 21 by Ga-Al-As laser irradiation at 3.84 J/cm^2^. Irradiation with a Ga-Al-As laser on day 3 at 3.82 J/cm^2^ also increased bone nodule formation by osteoblast-like cells at day 24 post-irradiation (Shimizu et al., 2007). However, the effects of Er:YAG laser irradiation on calcification of osteoblasts have not been reported previously. In the present study, we clearly showed that Er:YAG laser irradiation at 3.3 J/cm^2^ significantly enhanced extracellular calcification of osteoblasts in vitro. In addition, the expression of *Bglap*, a marker of osteoblast terminal differentiation (Ikeda et al., 1992), increased significantly in cells 6 h after irradiation at 3.3 J/cm^2^. This result is associated with the promoted calcification of osteoblasts by Er:YAG laser irradiation. We also reported that *Bglap* expression was significantly increased in the granulation tissues of Er:YAG laser-ablated bone defects compared to that of bur-drilled bone defects at 1 week after treatment in rat (Ohsugi et al., 2019). A previous study reported that mineralization of rat calvarial osteoblasts was initiated when cultured in osteogenic induction medium for 3 days, which was earlier than that of mouse osteoblasts on day 7 (Liu et al., 2019). In this study, we also observed the calcification of osteoblast-like cells only at 7 days after osteogenic induction.

The expression of *Sp7*, which is normally required for *Bglap* activation and bone formation (Nakashima et al., 2002), tended to increase in cells 3 h after irradiation at 3.3 J/cm^2^. At 6 h, cells irradiated at 4.3 J/cm^2^ significantly enhanced expression of *Sp7*. Laser irradiation increased the expression of *Sp7* at 3 and 6 h, which possibly resulted in significantly enhanced expression of *Bglap* at 6 h in cells irradiated at 3.3 J/cm^2^ and a trend toward increased *Bglap* expression in irradiated cells at 12 h. Furthermore, focusing on the *Sp7* and its regulation of target genes *Alpl* and *Bglap*, the expression pattern of *Alpl* at 3 h was similar to that of *Sp7* at 3 h. In addition, the expression pattern of *Bglap* at 6 h resembled that of *Sp7* at 3 h. These results suggest that *Bglap* expression may be induced by the increase of *Sp7* expression, in accordance with a previous report (Nakashima et al., 2002). *Dlx5* (Distal-less homeobox 5) is specifically expressed in osteogenic cells and stimulates osteoblast differentiation, activating osteocalcin promoters and other bone marker genes (Ryoo et al., 1997; Newberry et al., 1998; Miyama et al., 1999; Lee et al., 2003; Kim et al., 2004). The relative expression of *Dlx5* in cells irradiated at 3.3 J/cm^2^ tended to be increased at 6 h after laser irradiation, which corresponded with a significant increase of *Bglap* expression in cells irradiated at 3.3 J/cm^2^ at 6 h. These results suggest that Er:YAG laser irradiation may promote *Bglap* expression by enhancing the expression of *Sp7* and *Dlx5* in bone tissue. While the expression of *Sp7* in cells irradiated at 4.3 J/cm^2^ exhibited a significant increase at 6 h after irradiation, *Runx2* expression in cells irradiated at 4.3 J/cm^2^ was significantly decreased at 12 h. Previous studies reported mutual regulation between *Runx2* and genes in its signaling pathways, including *Sp7* (Kawane et al., 2014; Komori, 2020). In this study, irradiation at 4.3 J/cm^2^ did not enhance calcification significantly in osteoblast-like cells. This result suggests that Er:YAG laser irradiation at 4.3 J/cm^2^ is too much energy to induce cell calcification. *Msx1* (Msh homeobox 1) regulates osteoblast differentiation and promotes osteogenic proliferation (Nassif et al., 2014; Goto et al., 2016). The relative expression of *Msx1* showed a tendency to increase in laser-irradiated cells at 3 and 6 h after laser irradiation. Msx2 (Msh homeobox 2) is reported to promote the proliferation of osteoprogenitors in the early stage of cell differentiation, but prevent terminal osteoblast differentiation as a repressor (Dodig et al., 1999; Shirakabe et al., 2001; Kim et al., 2004). In this present study, the expression of *Msx2* was not significantly increased by Er:YAG laser irradiation, suggesting that irradiation did not prevent osteogenic differentiation.

While a short-term mRNA expression profile demonstrated that laser irradiation-induced beneficial effects for osteoblast differentiation, gene expression did not show dramatic changes after Er:YAG laser irradiation in the long-term. Irradiation might have affected the early stages of osteoblast differentiation. Alternatively, since irradiation was only performed once in this study, multiple irradiations might induce more beneficial effects for osteoblast differentiation.

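*Wisp2* is measured by the probe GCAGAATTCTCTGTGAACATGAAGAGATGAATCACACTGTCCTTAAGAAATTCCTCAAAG, on chromosome 3 of rn4 from 154760083 to 154760142. Its log2 signal was 11.68 ± 0.30 (SD, n = 4) in non-irradiated cells and 11.37 ± 0.28 (SD, n = 4) in irradiated cells. The log2 fold change was -0.31 (standard error 0.11, limma adjusted p = 1.00), with an unadjusted p between 0.01 and 0.05. It was lower in 4 of 4 pairs, with differences of -0.29, -0.37, -0.29 and -0.29 in pairs 1 to 4. The spread within each group was close to the difference between the groups, and without the block the unadjusted p was above 0.05. With normexp background correction, the log2 fold change was -0.30 and the unadjusted p was below 0.01.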

Microarray analysis showed that irradiation at 3.3 J/cm^2^ caused downregulation of *Wisp2* at 6 h, although we could not validate significant downregulation of *Wisp2* by qPCR. *Wisp2*, also known as *Ccn5*, plays an important role in differentiation and mineralizing osteoblasts (Kawaki et al., 2011). A previous report clarified that *Wisp2*/*Ccn5* knockdown increased *Bglap* expression (Kawaki et al., 2011), suggesting that Er:YAG laser irradiation on osteoblast-like cells enhanced the expression of *Bglap* by inhibiting *Wisp2*.

Interestingly, the inflammation-related genes *Cxcl3* and *Mmp3* were significantly upregulated 6 h after Er:YAG laser irradiation at 3.3 J/cm^2^. *Cxcl3* (C-X-C Motif Chemokine Ligand 3) is transcriptionally activated by IL-1 via the NF-κB signaling pathway (Anisowicz et al., 1991), and Mmp3 (Matrix metalloproteinase-3), also known as Stromelysin-1, is induced by IL-1β and TNFα (Meller et al., 2000). 

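A list of 32 other genes of NF-κB signaling and inflammation, which leaves out *Cxcl1*, *Cxcl3*, *Mmp3* and *Il1rl1*, was tested in the same arrays, collected 6 h after irradiation. Of these genes, 21 could be ranked. The median log2 fold change was 0.01, and 13 of the 21 were higher in irradiated cells. The normalized enrichment score was 0.94 (permutation p = 0.542 from 10000 random gene sets, adjusted p = 0.963 over the 9 lists). The adjusted p lay between 0.368 and 0.994 under the alternatives. The genes that contributed most were *Ccl5*, *Cxcl10*, *Mmp13*, *Il1rn*, *Ccl2*, *Relb* and *Ptgs2*. When adjusted over the list alone, 0 of the 21 genes had p below 0.1, and 1 had an unadjusted limma p below 0.05.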

Our results showed that Er:YAG laser irradiation at 3.3 J/cm^2^ caused inflammation. However, considering that there was no dramatic increase in temperature, the inflammation possibly resulted from non-thermal effects, such as photo-mechanical stimulation. A previous study revealed that laser irradiation has the potential to induce mechanical stress (Yokose, 2013), which has been reported to affect bone modeling positively (Rosa et al., 2015; Shimohira et al., in press).

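The 9 genes that made up the leading part of the Notch list in irradiated cells were *Notch3*, *Hes1*, *Kat2a*, *Cul1*, *Dtx4*, *Ppard*, *Wnt5a*, *Maml2* and *Notch1*. *Notch3* (chromosome 7 of rn4, probe from 12688358 to 12688417) had a log2 signal of 7.14 ± 0.13 (SD, n = 4) in non-irradiated and 7.64 ± 0.41 (SD, n = 4) in irradiated cells. Its log2 fold change was 0.50 (standard error 0.20, limma adjusted p = 1.00), with an unadjusted p between 0.01 and 0.05. It was higher in 4 of 4 pairs, with the largest difference, 1.20, in pair 2 and 0.17 in pair 3, and without replicate 2 its log2 fold change was 0.27. Of the other core genes of Figure 8, *Kat2a* changed by 0.13, *Cul1* by 0.17, *Ppard* by 0.08, *Arrb1* by 0.03 and *Dtx1* by -0.12, each by less than its standard error. *Cul1* was far lower in non-irradiated replicate 1 than in the other non-irradiated cultures, and without replicate 1 its change was -0.04. In pair 2 *Cul1* differed by -0.75, and without replicate 2 its change was 0.47. Without replicates 3 and 4 it was 0.14 and 0.10. A second probe of *Dtx1* gave 0.11. When all 70 assignments of 4 arrays to each group replaced the random gene sets, the permutation p of the list was 0.371.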

Gene set enrichment analysis revealed enrichment of the Notch signaling by irradiation. This pathway is highly evolutionarily conserved and plays a critical role in a variety of cellular functions. It also has been reported to promote osteogenic differentiation of osteoblasts in synergy with BMP (Lin and Hankenson, 2011). Activation of Notch signaling in MC3T3-E1 cells by adenoviral overexpression of the Notch1 cytoplasmic domain Notch-IC (NIC) caused a significant increase in calcified nodule formation (Tezuka et al., 2002). A previous study demonstrated that overexpressing Notch ligands and treatment with BMP-2 in MC3T3-E1 resulted in enhanced ALP activity and in vitro ectopic bone formation (Nobta et al., 2005). Thus, it is possible that calcification of irradiated osteoblast-like cells was enhanced via the Notch signaling.

A limitation of this study was its use of primary osteoblast-like cells from rat calvariae rather than osteoblasts. Several studies have isolated osteoblast-like cells from mouse or rat calvariae, with cells from fractions 2–5 of enzymic digestion used as osteoblast-like cells (Ozawa et al., 1998; Ogata et al., 2000; Ueda and Shimizu, 2003; Fukuhara et al., 2006; Shimizu et al., 2007; Nakashima et al., 2011). Gu et al. (2006) identified osteoblast-like cells based on morphology and staining for ALP. The cells from fraction 3 and 4 of enzymic digestion included 50.3% of osteoblast-like cells with ALP-positive and cuboidal shape; however, the cells from fraction 5 included only 29.1% osteoblast-like cells (Gu et al., 2006). Therefore, we used “osteoblast-like cells” isolated from rat calvaria from fractions 2–4 by serial enzymatic digestion, similar to previous studies.

## Conclusion

In conclusion, this is the first study to show enhanced calcification after Er:YAG laser irradiation and to comprehensively evaluate gene expression in osteoblast-like cells. Although the stimulatory effect of low-level laser irradiation was only short-term for osteoblastic differentiation, irradiation especially at 3.3 J/cm^2^ enhanced calcification of primary osteoblast-like cells without major thermal effects. The promotion of mineralization of osteoblast-like cells may be associated with enhanced *Bglap* expression as well as enriched Notch signaling. Our results showed Er:YAG laser irradiation at 3.3 J/cm^2^ might represent an optimum fluence for promotion of bone formation.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus database/GSE146098.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care Committee of the Experimental Animal Center at Tokyo Medical and Dental University.

## Author Contributions

HN performed most of the experiments and wrote the 1st draft of the manuscript. YO, KW, MH, TS, YT, SM, TH, HK, SY, TI, and AA assisted in some studies and reviewed the manuscript. MH and TH provided expertise on microarray analysis. SK and AA supervised all the studies and the writing of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

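Gene expression was measured on 8 one-color arrays, 4 from non-irradiated osteoblast-like cells and 4 from cells collected 6 h after exposure to the Er:YAG laser (3.3 J/cm2). Groups and replicate numbers were taken from the sample labels, the paper's methods and the columns of Supplementary Table S2. The number of arrays, 4 per group, limits the precision.

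The authors deposited the intensity of each spot as extracted by Feature Extraction, with the processed signal corrected for background and for trends within the array, and without normalization between arrays. The authors also deposited log2 values of 24029 rows, which they had quantile normalized and transformed to log2, with 1 row per transcript name. Those log2 values could be rebuilt from the spot intensities, and all 24029 row names matched a probe of the array. Probe positions are those written on the array for the genome build rn4. The reference table at hand describes another build, so none of its positions were used, and exon or UTR annotation is not given here. Gene names are those of the array's design.

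Processed signals were transformed to log2 and quantile normalized over the 58717 spots of rat probes, and spots marked as outlying were left out. Spots of a probe were averaged, and different probes of a gene were kept apart. A probe was tested when it was well above background, in over 50% of its spots, on all 4 arrays of at least 1 group. This left 26404 probes, of which 26400 could be fitted. Irradiated and non-irradiated arrays were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with the replicate number as a block and Benjamini-Hochberg adjustment. All tests were two-sided. On 20000 simulated probes, the paired fit recovered 87% of the probes that had been changed, and 8.90% of its calls were unchanged probes. The fit without the block recovered 0% there. The simulated probes had strong differences between pairs, and the changed ones shifted by 1.01 in log2 on average. These settings were not fitted to the real arrays, where the random block gave a correlation within pairs of 0.444. The rates therefore check the code, and do not give the power of this design or a reason for the block.

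The block was used because the moderated t values of Supplementary Table S2 follow from the differences between arrays of the same replicate number. The names of the scanner files also give both arrays of a replicate number the same animal number. The deviations of the arrays from their group means were correlated within replicate numbers across probes at 0.608, 0.0553, 0.570 and 0.749 for numbers 1 to 4, where probes are not independent replicates. Irradiated replicate 2 was closer to non-irradiated replicate 1, at 0.437, than to non-irradiated replicate 2. All 8 arrays were on 1 slide and read in 1 scan. Non-irradiated arrays lay in columns 1 and 3 of the slide and irradiated arrays in columns 2 and 4, so position on the slide and irradiation cannot be told apart. The slide was not fitted as a block, since there was only 1.

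Gene lists were tested with a running sum over 18935 genes ranked by signal-to-noise, with the probe with the highest mean signal for each gene. The SD was floored at 0.2 of the mean. For most named genes this floor exceeded the SD, so the ranking there depends little on the spread between arrays. The p-value came from 10000 random gene sets of the same size and was adjusted over the 9 lists, which cover Notch signaling, Notch targets, NF-κB and inflammation, heat shock, osteoblasts, proliferation, macrophages, muscle and endothelium. On simulated rankings of 9000 genes, 7.5% of random lists had p below 0.05, somewhat above the nominal rate. The list for Notch signaling was written for this work after the hallmark set, and the published file was not used here. The IL2 STAT5 and IL6 JAK STAT3 sets were not analysed here.

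The genes named in the text are those the paper names for its arrays, its qPCR and Figure 8, the probes that Supplementary Table S2 lists at P below 0.01, and the 5 probes with the smallest p in each direction. Where a gene had several probes, the one in Supplementary Table S2 was used, and otherwise the one with the highest mean signal. The lists, this rule, the tests and the main alternatives were set before the data were examined.

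The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, the mean signal without background correction, and other filters on dim probes, namely none, all 8 arrays above background, and the probes among the deposited log2 values. They also included the deposited log2 values themselves, outlying spots kept, each replicate left out in turn, no block and a random block. Further ones were a variance prior with trend and robust estimation, a paired t-test, and the probes of a gene averaged. For gene lists, camera with a correlation of 0.01 or an estimated one, fry, permuted labels, ranking by moderated t, and the highest probe per array were run as well. Another 2 alternatives were chosen after seeing the data. One is the authors' processing as rebuilt, per probe, and the other adds the mean signal of the ribosomal protein probes of each array as a covariate to the block. Quantile normalization, scaling to the 75th percentile, normexp, the mean signal and the deposited values left the median log2 fold change of all probes between -0.00053 and 0.0028.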

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

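All tests in this part were chosen after the values had been seen. A group of 4 arrays is listed where the gap between its most extreme array and the nearest other one, divided by the group's whole range, was above Dixon's 95% critical value. Of the 94 groups of named probes with a value on all 4 arrays, 6 were, or 6.38%, where chance gives about 5%. Of 34 groups of gene list means and measures of whole arrays, 0 were. The number alone does not set these groups apart from chance. The replicate numbers stand for different animals, and a difference between animals was not tested for any of them.

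*Alpl* was at a log2 signal of 8.61 in irradiated replicate 4, where the other irradiated arrays were between 10.35 and 10.59. A fault of that one array would leave its partner with the other non-irradiated arrays, but non-irradiated replicate 4 differed from the mean of the other 3 non-irradiated arrays by -2.06. The probe of *Gldn* was at 12.44 in non-irradiated replicate 1, against 8.85 to 9.12 in the other non-irradiated arrays, and irradiated replicate 1 lay 3.85 above the rest of its group. Both values argue against a fault of one array. A difference between the animals or cultures of those replicates stays open for both genes.

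*Cul1* was at 8.85 in non-irradiated replicate 1, against 9.88 to 9.92 in the others, and its partner differed from the rest of the irradiated group by -0.22. *Cxcl3* was at 3.98 in non-irradiated replicate 3, against 4.47 to 4.55, and its partner lay 0.08 above the rest. *LOC103693587* was at 6.28 in irradiated replicate 2, against 6.67 to 6.71, and its partner differed from the rest by -0.073. *Sbk3* was at 4.31 in irradiated replicate 3, against 4.98 to 4.99, and its partner differed from the rest by -0.31. In these 4 groups a fault of one array and a change in that culture cannot be told apart, and a difference between animals stays open too, because each condition of a replicate was measured on 1 array.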

How the results depend on the processing

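The authors' processing rebuilt per probe and the covariate for ribosomal protein signal were chosen after seeing the data, and the other alternatives were not. Under every alternative run, 0 probes had both a fold change above 2 and an adjusted p below 0.1. The number with an unadjusted p below 0.01, 106 in the reported setting, was 23 with normexp background correction, 26 with the mean signal, 33 with the deposited log2 values, 305 with no filter on dim probes, 61 with all 8 arrays well above background, 43 with trend and robust estimation and 32 with no replicate block. It was between 50 and 233 with a replicate left out, highest without replicate 2 and, at 166, next without replicate 1. It was 31 with the authors' processing rebuilt per probe and 325 with the ribosomal covariate beside the replicate block. The filters differ in the number of probes tested, 45594 with none and 24380 with all 8 arrays. The cause of the other changes was not tested. The count was 94 scaled to the 75th percentile, 78 over the probes of the deposited values and 111 with outlying spots kept. It was 149 with a random replicate block, 126 with a paired t-test and 88 with the probes of a gene averaged. Of the 106 probes, 60 were higher and 46 lower. The split was 72 and 22 when scaled to the 75th percentile, 20 and 3 with normexp, 23 and 3 with the mean signal and 27 and 6 with the deposited values.

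Of 50 named probes that were tested, 21 had p below 0.01 in the reported setting. Scaled to the 75th percentile, 21 of the 21 kept it, 11 with normexp, 12 with the mean signal, 16 of 19 with the deposited values, 15, 18, 12 and 11 without replicates 1, 2, 3 and 4, and 10 with no replicate block. *Cxcl3*, *Cxcl1*, *Il1rl1*, *Mmp3* and *Wisp2* kept their direction under each alternative that tested them, and *Cxcl3* was not tested with all 8 arrays well above background. With a replicate left out, the log2 fold change of *Cxcl3* was between 1.32 and 1.60, of *Cxcl1* between 0.69 and 0.81, of *Il1rl1* between 0.48 and 0.59, of *Mmp3* between 0.38 and 0.68 of *Wisp2* between -0.32 and -0.29 and of *Notch3* between 0.27, without replicate 2, and 0.61.

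Genes with a log2 fold change near 0 changed sign. With a replicate left out, *Alpl* was between -0.0096 and 0.25, *Arrb1* between -0.11 and 0.17, *Bglap* between -0.14 and 0.083, *Cul1* between -0.039 and 0.47, *Msx1* between -0.086 and 0.095, *Ppard* between -0.031 and 0.19, *Runx2* between -0.28 and 0.34 and *Sp7* between -0.013 and 0.19. *Msx1* was -0.0030 when scaled to the 75th percentile, -0.0066 with the deposited values, -0.0066 with the authors' processing rebuilt per probe and -0.025 with the ribosomal covariate. With that covariate *Arrb1* was -0.011 and *Runx2* -0.022. The cause was not tested.

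The adjusted p of the proliferation list, 0.275 in the reported setting, was 0.0115 when scaled to the 75th percentile, 0.00211 with normexp, 0.00210 with the mean signal and 0.00390 with the deposited values. It was between 0.294 and 0.984 with a replicate left out, 0.126 with camera at a preset correlation, 0.864 with an estimated correlation, 0.843 with fry, 0.971 with permuted labels and 0.0557 with the moderated t ranking on the replicate block. The direction of other lists turned at adjusted p far from 0.05. This held for Notch signaling with no filter (0.969), heat shock scaled to the 75th percentile (0.823), with normexp (0.998) and with no filter (0.969), osteoblasts scaled to the 75th percentile (0.840), macrophages with normexp (0.923) and the mean signal (0.923), and muscle with the deposited values (0.747) and fry with the replicate block (0.930). With a replicate left out, the osteoblast list was between 0.662 and 0.994, muscle between 0.662 and 0.984 and endothelium between 0.662 and 0.984. Scaling to the 75th percentile expresses log2 signals relative to that percentile. It thus also changes the SD floor, which follows the mean, so for gene lists it is not a check of normalization alone. Whether this turned any list was not tested, nor was the cause of the other changes.

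A slide block was not run, since all arrays were on 1 slide. Dim probes limit the log2 fold changes: with signals near background, the log2 fold change of *Cxcl3* was 0.52 with normexp and 0.61 with the mean signal, against 1.48 in the reported setting.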

Differences from the paper's values

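The authors' processing rebuilt per probe and the ribosomal covariate are the 2 alternatives chosen after seeing the data. The paper gives 33 genes with P below 0.01, and 106 probes were found here. Among the alternatives set before the data were examined, only the deposited log2 values gave 33. The count came within 1.5 times the paper's with normexp background correction (23), the mean signal (26), no replicate block (32) and trend and robust estimation (43). It stayed outside that range with scaling to the 75th percentile, any of the other filters on dim probes, or outlying spots kept. The same held with any replicate left out, a random block, a paired t-test or the probes of a gene averaged. The authors' processing rebuilt per probe, chosen after seeing the values, gave 31.

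For 9 of the probes that Supplementary Table S2 lists, the paper's log2 fold change and the one found here differed by more than the spread between pairs. The paper's value and the value here were 0.86 and 1.48 for *Cxcl3*, 0.69 and 1.15 for *Casz1*, 0.40 and 0.98 for *Drc7*, 0.46 and 1.12 for *Fitm1*, 0.34 and 0.55 for probe A_44_P1369188, 0.34 and 0.77 for *Rnf207*, -0.36 and -0.71 for *Sardh*, 0.33 and 0.80 for probe A_44_P870017 and -0.39 and -0.90 for probe A_44_P1161435. *Drc7* was well above background on 1 and A_44_P870017 on 2 of the 4 non-irradiated arrays, and *Cxcl3* and *Rnf207* on 3, so that these fold changes rest partly on signals near background. For all 9, the difference came within the spread between pairs, called closed here, with normexp, the mean signal and the deposited values. It also closed with the probes of a gene averaged for *Cxcl3*, *Casz1* and *Sardh*, without replicate 2 for *Drc7*, and without replicate 1 for *Fitm1*. For A_44_P870017 it closed without replicates 1, 2 or 4, and for A_44_P1161435 with scaling to the 75th percentile and without replicates 2 or 3. It did not close for these probes under the other alternatives set before the data were examined. Probe A_44_P1369787, with 1.35 in the paper and 0.74 here, had a value on both arrays of only 1 pair, so it has no spread between pairs and is not among the 9. It was 1.29 with outlying spots kept and 1.35 with the deposited values, and 1.35 with the authors' processing rebuilt per probe, chosen after seeing the values.

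The Notch signaling set had 18 genes in the paper's Table 1 and 29 here, from a list that is not the published file, and with no alternative set before the data were examined was the difference closed. The paper's nominal P for this set was 0.083 and p here was 0.486, with the deposited values giving the lowest of the alternatives, 0.189, and none closing the difference. The paper states that Notch signaling was enriched by irradiation, from an FDR q over hallmark sets. The adjusted p of the list here, 0.963, covers only the gene lists tested here. It equals the permutation p from random gene sets of the heat shock list, so it cannot be set beside the paper's q. The normalized enrichment score was 1.43 in the paper and 0.98 here, within the 1.5 times used above for counts. Under the alternatives it lay between -1.03, with no filter on dim probes, and 1.22, with the deposited values.

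Supplementary Table S2 lists *Wisp2* and *Mmp3* at P below 0.01, and here, with log2 fold changes of -0.31 and 0.58 and adjusted p of 1.00, their unadjusted limma p was between 0.01 and 0.05. *Wisp2* was below 0.01 with normexp, the mean signal, the deposited values and a paired t-test. It was also below 0.01 with the ribosomal covariate, which was chosen after seeing the values. *Mmp3* was below it when scaled to the 75th percentile, with the deposited values and with the authors' processing rebuilt per probe, also chosen after seeing the values. All 33 listed genes were below 0.01 with the deposited values.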

Other observations

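In this part, the tests of slide position, of single probes over the brightest probes, of the share of cartilage cells, of variance from opposite pairs, of relabelling within pairs, of other splits and of exchanged labels for the gene lists and of dilution by other cells were chosen after the result was seen, as was the ribosomal covariate.

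The number of probes with p below 0.01 was below what chance gives. Exchanging labels within pairs gave as many probes as the real labels in 5 of the 8 ways, the real one included, and 8 ways are too few for chance to be excluded. Without the block, 31 of the 35 splits of the arrays into 4 and 4 gave at least the 32 probes of the real split, so chance cannot be excluded for that count either.

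The differences between irradiated and non-irradiated cells ran against each other in pairs 1 and 2, with a correlation across probes of -0.574, where probes are not independent replicates. The first principal component of the 8 arrays held 51.1% of the variance. Noise of dim probes is argued against by the correlation of -0.856 over the 6563 brightest probes, and GC content of the probes by -0.563 after removing the mean at each GC count. Position of the spots within the array is argued against by -0.885 over the brightest probes after removing local medians. Artefacts of single spots are argued against by a correlation between the pair 2 differences of 2 spots of one probe of 0.984 over 1575 bright probes and of 0.919 over all 2119 tested probes with 2 or more spots. For artefacts of single probes, the correlation between 2 probes of one gene was 0.083 over the 4455 genes with 2 probes, which leaves them open, since noise of dim probes lowers it too. Over 599 genes with 2 bright probes, a restriction made after that value was seen, it was 0.424, which argues against them for bright probes. If the columns of the slide were the cause, pairs 3 and 4 would also be opposite, but their correlation was 0.0887. These opposite pairs may hold down the number of small p-values: without replicate 2, 5.32% of probes had p below 0.05, and 4.07% without replicate 1, against 1.47% and 1.55% without replicates 3 and 4, where chance gives 5%.

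RNA degradation was weighed because the mean log2 signal of 201 ribosomal protein probes was 16.23 in non-irradiated replicate 1 and in irradiated replicate 2, 16.34 in irradiated replicate 1, and between 16.42 and 16.51 on the other arrays. Degradation would widen the gap between the probe nearer the 3′ end and the one nearer the 5′ end of a gene. The gap was 0.18 wider in irradiated than in non-irradiated replicate 2, as set out in advance. In pair 1, the deviation of the gap from its mean over the arrays was 0.18 in non-irradiated and 0.08 in irradiated cells, also as degradation would give. The next 2 tests were added once this value was known. Over 866 genes whose 5′ probe was the brighter one the same difference was -0.092, as signal level instead of distance from the 3′ end would give. Over 644 genes with probes of like signal it was 0.023, with standard errors of 0.01 and 0.02 on the 2 arrays, and the deviation in pair 1 was 0.04 in non-irradiated and 0.05 in irradiated cells. These values argue against loss that grows with distance from the 3′ end as the whole cause of the wider gaps. No RNA integrity value was found in the paper's text.

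What stays open for the opposite pairs is artefacts of single probes among dim probes, a labeling or hybridization effect, exchanged labels and a difference between the cultures. RNA degradation stays open too, since the tests above bear only on the gaps between probes of a gene. The bright spike-in spots differed by -0.14 in pair 1, -0.13 in pair 2, -0.35 in pair 3 and -0.33 in pair 4, lower in the irradiated array of each pair, while ribosomal protein probes differed by 0.11, -0.18, -0.02 and 0.02. This was first read on pair 3 as arguing against a labeling effect, and the reading was changed after the values had been seen, since spike-in RNA cannot show an effect on particular transcripts. For probes most changed in the other 3 pairs, 63.5% had the opposite sign in pair 1 and 57.9% in pair 2, against 37% in pair 3 and 40.5% in pair 4. Since pairs 1 and 2 oppose each other, this cannot tell an exchange in either pair from a difference between cultures. The share of cartilage cells within pair 2 also stays open, with a median difference of 0.19 for cartilage probes. With the ribosomal covariate beside the block, 325 of 26051 probes had p below 0.01, where chance gives 261, and the smallest adjusted p was 0.771. Of the many explanations tried, none was shown to be the cause.

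Cartilage genes were far lower in both arrays of pair 1 than in the other pairs. A list of 17 genes, written after the pattern was seen, had a mean log2 signal of 9.23 in both arrays of pair 1 and between 11.77 and 13.11 elsewhere, a difference of -3.20. *Cnmd* was at 7.24 and 7.69 in pair 1 and between 13.15 and 15.40 elsewhere, and *Col2a1* at 9.83 and 10.24 against 14.67 to 15.88, while *Col11a1* and *Sox6* differed little (-0.11 and 0.08). Quantile normalization is argued against by -3.17 when scaled to the 75th percentile. Dilution by muscle or other cells would lower the osteoblast list as well, but it was 0.35 higher in pair 1, and the muscle list was 1.45 higher. A culture with fewer chondrocyte-like cells in replicate 1 is a hypothesis that the list cannot test, since it was written for the pattern. A difference between the animals of the replicates stays open and was not tested.

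Of the gene lists, the one for proliferation had the smallest p. Its normalized enrichment score was -1.55 (permutation p = 0.0305 from random gene sets, adjusted p = 0.275), and 2 of 16 genes were higher in irradiated cells. The median difference was -0.02, 0.24, -0.10 and -0.39 in pairs 1 to 4, so pair 2 went the other way. As large a running sum of the unpaired signal-to-noise was found in 20 of 35 splits of the arrays, and for Notch signaling in 13 of 35, so chance cannot be excluded for either. Of these 35 splits, 8 part all 4 pairs, and the others put both arrays of some animals in one group. Ranked by the moderated t of the paired fit, the score of the proliferation list was -1.82 (permutation p = 0.00619 from random gene sets, adjusted p = 0.0557). With labels exchanged within pairs under this ranking, 3 of the 8 ways gave as large a running sum for proliferation and 6 of the 8 for Notch signaling, the real labels included, and 8 ways are too few for chance to be excluded. The adjusted p of the proliferation list ranged from 0.00210 to 0.984 over the alternatives, and the paired tests that estimate the correlation between genes did not call it (0.864 with camera, 0.843 with fry).

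With permutation p from random gene sets, the normalized enrichment score was 1.23 for Notch targets (8 genes, p = 0.233), 0.57 for heat shock (16 genes, p = 0.963), 0.90 for osteoblasts (17 genes, p = 0.615), 0.82 for macrophages (11 genes, p = 0.705), -0.67 for muscle (11 genes, p = 0.880) and 0.70 for endothelium (6 genes, p = 0.823), each with an adjusted p of 0.963. The muscle list had a negative score although its median log2 fold change was 0.03 and 7 of its 11 genes were higher. *Notch3*, *Hes1* and *Dtx4* led both Notch lists. The adjusted p of Notch targets lay between 0.186 and 0.969 under the alternatives. It was lowest with camera at a preset correlation (unadjusted p = 0.0413). It was highest with no filter on dim probes (score 0.69, permutation p = 0.879). With the authors' deposited values the score was 1.49 (permutation p = 0.0561, adjusted p = 0.252), and with permuted labels p was 0.0571 (adjusted p = 0.514). When adjusted over the list alone, 0 genes of any of the 9 lists had p below 0.1.

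The genes that the paper followed by qPCR were also on the arrays at 6 h. *Bglap* had a log2 fold change of -0.04 (standard error 0.14) and was higher in 2 of 4 pairs, where the paper reports an increase by qPCR at this fluence and time. *Hspa1a* changed by 0.20 (standard error 0.15) and was higher in 3 of 4 pairs. *Runx2* changed by 0.09, *Sp7* by 0.10, *Alpl* by 0.11, *Msx1* by 0.01, *Msx2* by -0.08 and *Dlx5* by -0.07, each by less than its standard error, and the adjusted p of each was 1.00.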
